A study of Homo sapiens with 4 samples.

How the data were processed

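Single-cell RNA sequencing was performed on H1299 cells, a human non-small cell lung cancer line, and on HCT116 cells, a human colorectal cancer line, with the 5′ chemistry of 10x Genomics. That chemistry captures polyadenylated RNA and reads the transcript from its 5′ end, so that counts lie near transcription start sites. Each line was grown with the solvent DMSO or with 2 inhibitors together. DAC is decitabine, an inhibitor of DNA methyltransferases (DNMT), and SB939 is an inhibitor of histone deacetylases (HDAC). Per the labels, DAC was given at 500 nM for 72 h and SB939 at 500 nM for 18 h, medium with the compounds was renewed every 24 h, and the cells were at passage 5 to 10. Each of the 4 combinations of line and treatment was 1 library, so there were no replicates. The treated libraries are called DAC+SB here.

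The authors deposited 2 tables of whole-number counts, 1 of genes and 1 of transposable elements (TE), each listing a feature, a cell and a count of at least 1. Per the labels, read 1 holds a cell barcode and a unique molecular identifier (UMI). Whether the deposited counts are UMI counts, and the aligner, the counting tool, the genome build, the annotation and the filter that kept these cells, are not given in the sources used here. Values are therefore called counts. Every cell name carries the name of its library, and all 15289 cells were assigned to the 4 libraries in this way. The gene table holds 61838 gene features under 43296 names. Of these features, 18591 carry a number after the name, which was read as a feature within that gene. The lowest count of a listed numbered feature was 10 in every library, whereas features without a number were listed from 1 count. A gene with no count in a library can therefore have lost counts of a numbered feature that was not listed. Of numbered features with at least 1000 counts in a library of a line, 25 were listed only with DMSO and 93 only with DAC+SB in H1299, and 27 and 61 in HCT116.

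Gene names that join several genes numbered 2419 and held between 11.4% of gene counts in the H1299 DMSO library and 18.3% in the HCT116 DAC+SB library. Genes were compared over features that name 1 gene, and the counts of joined names were added in an alternative. The TE table holds 275000 features made of a family name, a position number and a locus number, whose meaning is not given in the sources used here. They span 655 families, 1383 combinations of family and position number (called classes here) and 261609 loci. The lowest count of a listed class was 20 in every library, and 176 of the 1383 classes were listed in all 4 libraries. That minimum does not explain every unlisted class. AluSp|1, for example, had 8998, 32619 and 53791 counts in HCT116 DMSO, H1299 DAC+SB and HCT116 DAC+SB and was not listed in H1299 DMSO. Of classes with at least 1000 counts in a library of a line, 42 were listed only with DAC+SB and 1 only with DMSO in H1299, and 23 and 1 in HCT116. An unlisted class is thus neither a count of 0 nor known to be below 20, and no ratio or bound was computed for a family unlisted in a library. The classes listed in all 4 libraries held 68.9% of TE counts in H1299 DMSO, 75.4% in H1299 DAC+SB, 52.8% in HCT116 DMSO and 66.6% in HCT116 DAC+SB. TE loci carry no coordinates and were not placed in the genome. Gene positions come from GENCODE v29 on GRCh38, matched by symbol, for orientation only.

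Cells with at least 500 gene and TE counts were used, which kept every cell. No doublet caller was run, and an alternative left out the 5% of cells with most counts in each library. Counts were summed per library and divided by the sum of gene and TE counts. A ratio is the DAC+SB value over the DMSO value. With 1 library per group no test was made, no p-value was computed and a difference between libraries has no replicate check. Shares are given with exact Clopper-Pearson 95% intervals, summed counts with exact Poisson intervals, and ratios with exact conditional binomial intervals. Differences between the lines in a log2 ratio carry intervals from the normal approximation to the log of a Poisson count. These intervals cover counting error only and are narrow because of the depth. They say nothing about variation between cultures, captures or library preparations. Counts of genes or families past a ratio describe these libraries. They were taken over features with at least 100 counts in the library where they were higher, with ratios of at least 4 or at most 0.25. A gene at 0 in a library was set to 3 counts and its ratio is a bound, which holds only if no unlisted feature of the gene had counts there.

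Values per cell were compared after each cell was thinned by a hypergeometric draw to 3300 counts, the lowest of the libraries' 10th percentiles rounded down to a multiple of 100. This left out 402 HCT116 DAC+SB cells and no cell of the other libraries. Gene lists were described by the percentile of their median log2 ratio among 10000 random lists of the same size, matched on mean expression in 20 bins. Members needed at least 10 counts over the 2 libraries of a line. The lists were interferon-stimulated, antigen presentation, cancer-testis, HDAC inhibitor response, S phase, G2/M phase and ribosomal protein genes, and 10 marker genes for each line. The design, the lists, the rule for named genes and a first set of alternatives were fixed before the data were examined. For coordination between TE loci, loci were split at random (seed 1) into 2 sets, and each set was permuted 100 times among cells as background.

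The rule named, in each line, the 5 genes and TE families with the highest and the 5 with the lowest ratios, and the 5 highest and 5 lowest genes by the smaller change of the 2 lines among genes that moved the same way. It also named fixed genes (DNMT1, DNMT3A, DNMT3B, HDAC1, HDAC2, UHRF1, CDKN1A, H1F0, ACTB and GAPDH), the 2 genes of each list with most counts, fixed TE families, and the 3 TE loci with most counts in each DAC+SB library. Some genes that the rule names, and 1 further list, are not reported here. Of the fixed families, L1HS, L1PA2, HERVH-int, HERVK-int and SVA_D had no feature of that exact name and were not analysed here. Related names, such as L1HS_5end, HERVH and HERVK, were listed and entered the TE counts, but were not taken for these families. Genes with near-identical copies or pseudogenes, such as those of the MT1, MAGE and ribosomal protein families, ACTB and GAPDH, may share reads in a way that the sources used here do not describe, and their values are uncertain to that extent.

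Alternatives in that first set changed the minimum per cell (none or 2000), the cells with most counts, the denominator, the TE loci with most counts, the scaling (edgeR TMM factors or DESeq2 size factors), the minimum per feature (1 or 30), the ratio threshold (2), the mean over cells of counts per 10000, the matching and the statistic of the lists, the thinning, the number of top loci (100), and the cells without a count of a list. Added after the data were seen were TE classes listed in both libraries of a line or in all 4 libraries, numbered gene features listed in both libraries of a line, joined names, the removal of cells with over 25% mitochondrial counts, and TE families without the locus with most counts over the 4 libraries. The alternative of numbered gene features left out numbered features listed in 1 library of a line only and kept all features without a number. A split of TE loci into LTR elements and other classes was planned, but the table gives no such class and it was not made.

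The calculations were tested on simulated data. Counts were drawn at the mean level of the 2 libraries of a line and at the observed library sizes. At these levels 13775 genes in H1299 and 13138 in HCT116 reached the minimum of 100 counts, against 14610 and 13539 in the data. Of genes expected to reach at least 4 times that minimum, 200 were raised or lowered by 3 on the log2 scale, so genes near the minimum were not tested for recovery. In the simulated H1299 comparison 200 of the 200 changed genes and 0 of 13575 unchanged genes passed the 4-fold ratio in either direction, and 95.0% of intervals covered the simulated value. In the simulated HCT116 comparison the numbers were 200 of 200, 0 of 12938 and 95.4%. Of 200 lists with no change, 6.5% in H1299 and 2.5% in HCT116 lay outside the central 95% of random lists. These draws contain counting error alone. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, pyarrow 21.0.0 and matplotlib 3.10.9 was used, and R 4.3.3 with edgeR 4.0.16 and DESeq2 1.42.0 gave the scaling factors only.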

Results

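The data comprised 15289 cells in 4 libraries, 1 library for each combination of cell line and treatment. H1299 contributed 3578 DMSO cells and 3726 DAC+SB cells, and HCT116 contributed 3658 DMSO cells and 4327 DAC+SB cells. The summed gene and TE counts were 64524196 in H1299 DMSO, 62428673 in H1299 DAC+SB, 62639099 in HCT116 DMSO and 38927267 in HCT116 DAC+SB. The median count per cell was 17369.5, 15784.5, 16257.5 and 8449 in the same order, so the treated HCT116 library was the shallowest per cell. The lowest count in any cell was 2086. The median mitochondrial share was 8.33% and 8.87% in the H1299 libraries (DMSO first) and 15.8% and 18.6% in the HCT116 libraries. Cells above 25% mitochondrial counts numbered 91 of 3578, 88 of 3726, 364 of 3658 and 1086 of 4327. No biological or technical replicate was analysed.

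The line labels were compared with 10 marker genes for each line before any treatment comparison. The H1299 markers summed to 3163 (3149 to 3177) CPM (counts scaled to the library total) in H1299 DMSO and 1542 (1533 to 1552) in H1299 DAC+SB, against 317 (313 to 322) in HCT116 DMSO and 338 (332 to 344) in HCT116 DAC+SB. The HCT116 markers summed to 194 (191 to 198) CPM in HCT116 DMSO and 102 (98.8 to 105) in HCT116 DAC+SB, against 27.1 (25.8 to 28.4) in H1299 DMSO and 30.1 (28.7 to 31.5) in H1299 DAC+SB. Each marker list was thus higher in its own line under both treatments. Without thinning, 34.6% and 35.6% of H1299 DMSO and DAC+SB cells had a count of the HCT116 list, against 84.3% and 48.4% of HCT116 cells, at the median depths given above.

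The first question was how much TE transcription the combined DNMT and HDAC inhibition released. TE counts made up 0.199% (0.198 to 0.200) of all counts in H1299 DMSO and 3.09% (3.09 to 3.10) in H1299 DAC+SB, a ratio of 15.57 (15.48 to 15.66) or 3.96 on the log2 scale. In HCT116 the share was 0.319% (0.318 to 0.321) with DMSO and 5.56% (5.56 to 5.57) with DAC+SB, a ratio of 17.4 (17.4 to 17.5) or 4.12 on the log2 scale. The TE counts behind these shares were 128236, 1931478, 199910 and 2166262. The alternative that moved the H1299 ratio most was restriction to TE classes listed in both H1299 libraries, which gave a log2 ratio of 3.81. The HCT116 ratio moved most over classes listed in all 4 libraries, where it was 4.48. The H1299 log2 ratio minus the HCT116 log2 ratio was -0.16 (-0.17 to -0.15), and over classes listed in all 4 libraries it was -0.38. This difference exceeded counting error, but with 1 library per group it has no replicate check.

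**Figure D1:**
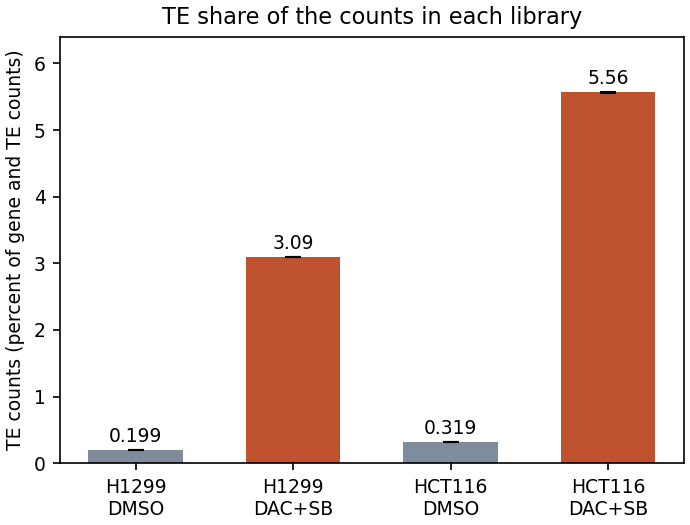
TE counts as a percent of all gene and TE counts in each of the 4 libraries, with exact 95% binomial intervals that cover counting error only. The share was 0.199% and 0.319% in the DMSO libraries of H1299 and HCT116 and 3.09% and 5.56% in their DAC+SB libraries.

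The shift was also examined cell by cell after thinning to 3300 counts. The median TE share per cell was 0.182% (interquartile range 0.121 to 0.273) in H1299 DMSO and 2.55% (1.70 to 3.91) in H1299 DAC+SB. It was 0.273% (0.182 to 0.394) in HCT116 DMSO and 4.85% (3.12 to 7.36) in HCT116 DAC+SB. Without thinning the medians were 0.187%, 2.56%, 0.277% and 5.01%. The largest move came from a denominator without mitochondrial and ribosomal protein genes, which gave medians of 3.92% and 8.0% in the treated H1299 and HCT116 libraries. The 99th percentile was 0.576% and 1.0% in the DMSO libraries and 10.4% and 19.1% in the DAC+SB libraries. At this depth 17 of 3578 H1299 DMSO cells had no TE count, against 1, 1 and 0 cells in H1299 DAC+SB, HCT116 DMSO and HCT116 DAC+SB.

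**Figure D2:**
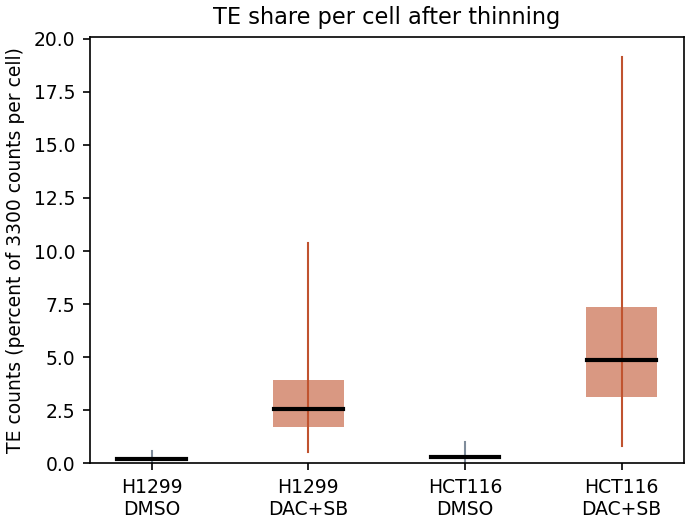
TE share of counts per cell (y axis, percent of 3300 counts, linear) after thinning, for the 4 libraries. Lines span the 1st to 99th percentile, boxes the quartiles and black bars the median, which was 0.182%, 2.55%, 0.273% and 4.85% from H1299 DMSO to HCT116 DAC+SB.

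The increase was concentrated in long terminal repeats (LTR) of the LTR12 group, the repeats of an endogenous retrovirus. LTR12C counts rose from 12010 to 1155776 in H1299, a log2 ratio of 6.64 (6.61 to 6.66), and from 19665 to 1022532 in HCT116, a log2 ratio of 6.39 (6.37 to 6.41). In the thinned cells 37.7% of H1299 DMSO and 48.1% of HCT116 DMSO cells had an LTR12C count, against 99.6% and 99.7% of DAC+SB cells. Without thinning the shares were 79.0%, 82.6%, 99.9% and 99.9%, at median depths of 17369.5 and 16257.5 counts in the DMSO cells and 15784.5 and 8449 in the DAC+SB cells of H1299 and HCT116. No cell type that lacks LTR12C was analysed here, so the part of these counts that came from free RNA was not measured. Families whose names begin with LTR12 held 10.2% of TE counts in H1299 DMSO and 66.2% in H1299 DAC+SB, and 16.7% and 57.6% in the corresponding HCT116 libraries. Names beginning with L1 held 44.1% of TE counts in H1299 DMSO and 3.83% in H1299 DAC+SB, while their level went from 876 to 1184 CPM. In HCT116 the L1 names went from 15.61% to 2.46% of TE counts and from 498 to 1371 CPM. The L1 level therefore rose in both lines while its share fell. Names beginning with Alu were the next largest part of the treated libraries after LTR12. They went from 1.63% to 16.3% of TE counts in H1299 (32.4 to 5052 CPM) and from 33.5% to 23.9% in HCT116 (1068 to 13274 CPM), where they were the largest of these sets with DMSO. These sums depend on which classes were listed, as 11 and 38 Alu families were listed in the H1299 DMSO and DAC+SB libraries and 23 and 42 in the HCT116 libraries, and 64 and 70 L1 families were listed in the H1299 DMSO and DAC+SB libraries and 56 and 75 in the HCT116 libraries.

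Of the families with at least 100 counts in the higher library, 186 were listed in both H1299 libraries and 199 in both HCT116 libraries. A further 83 and 99 families were listed only in the DAC+SB library, and 17 and 6 only in the DMSO library. In H1299, 42 families were at least 4-fold higher and 2 at least 4-fold lower with DAC+SB, and in HCT116 93 were higher and 1 was lower. The median log2 ratio over these families was 0.59 in H1299 and 1.91 in HCT116. With a 2-fold threshold, the alternative that raised the counts most, 73 and 146 families were higher. Over classes listed in both libraries of a line, 25 and 58 were higher and 0 were lower in either line. That restriction leaves out classes not listed after a fall, so the 0 does not show that no family fell. The highest ratios in H1299 were those of LTR12 (7.27 in H1299 and 8.81 in HCT116), LTR12D (7.05 and 3.65), LTR12C, LTR12E and THE1A (5.91 and 5.80). The HCT116 value of LTR12D was set by locus 1701101, which held 12679 of its 13191 DMSO counts. Without that locus LTR12D was at 7.31 (7.13 to 7.50) in H1299 and 7.26 (7.14 to 7.39) in HCT116. LTR12_ went from 93 to 28150 counts in HCT116, a log2 ratio of 8.93 (8.63 to 9.24), and LTR12B from 25 to 2796, a log2 ratio of 7.49. Neither was listed in H1299 DMSO, where no ratio was computed. MER66C rose by 6.62 in HCT116. LTR12E rose by 6.08 in H1299 and 5.67 in HCT116, but by 0.31 in H1299 over classes listed in both libraries. LTR12F rose by 4.52 in H1299, or 2.54 over such classes, and was not listed in HCT116 DMSO. The restriction leaves out classes not listed before a rise, so the size of these ratios is uncertain. AluY was listed in neither DMSO library and had 66728 and 73726 counts in the DAC+SB libraries of H1299 and HCT116. LTR2B was below 100 counts in every library.

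Several of the families with the lowest ratios owed them to 1 locus. LTR10B2 had a log2 ratio of -0.98 (-1.12 to -0.83) in H1299 and -1.78 (-2.06 to -1.50) in HCT116, but without locus 2727675 it was at 1.24 (0.97 to 1.51) and 2.30 (1.44 to 3.25). In H1299, Ricksha_c (153 to 56 counts) had a log2 ratio of -1.40, or -1.05 without its locus with most counts, and L1MEg1_5end (159 to 76 counts) of -1.02, or 0.19. Charlie7 (127 to 22 counts) was at -2.48, L1PREC2_5end (262 to 54 counts) at -2.23 and HAL1M8 (141 to 66 counts) at -1.05, but only 11.5% of the H1299 counts of these 3 families lay in classes listed in both libraries. Without the locus with most counts they were at -2.09, -1.39 and 0.84, values that again compare mostly different classes. In HCT116, LTR18B (356 to 25 counts) was at -3.15. It was at 0.52 over classes listed in both libraries, which leave out by construction classes not listed after a fall, and at 2.27, from few counts, without its locus with most counts. L1PA17_5end (225 to 64 counts) was at -1.13 and at -0.24 over shared classes. LTR25 (637 to 227 counts) was at -0.80, at -0.28 over shared classes and at 2.60 without locus 6581887. Without that locus 30 DMSO and 113 DAC+SB counts of LTR25 remained. A class listed only with DAC+SB held 105 of the 227 counts, so the 2.60 may compare mostly different classes. L1M3e_5end (146 to 48 counts) was at -0.92 with all its counts in shared classes and 97.4% of them in 1 locus. LTR7 rose by 2.80 (2.61 to 2.99) in H1299 and had a log2 ratio of -0.20 (-0.26 to -0.14) in HCT116. The HCT116 value was 0.00 as a mean over cells and 0.52 (0.44 to 0.59) without locus 5293703, which went from 3596 to 810 counts.

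**Figure D3:**
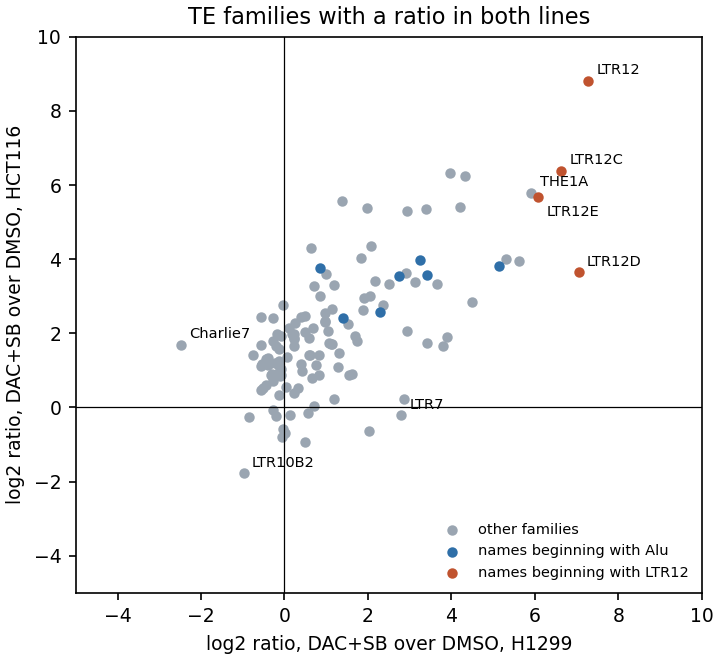
Log2 ratio (DAC+SB over DMSO) of the counts, scaled to the total, of each TE family in H1299 (x axis) and HCT116 (y axis), 1 point per family compared in both lines (129 families). LTR12C lies at 6.64 and 6.39 and LTR7 at 2.80 and -0.20.

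The spread of the signal over loci was compared after all libraries were thinned to the total of the shallowest, 38927267 counts. The number of TE loci with a count was 14388 in H1299 DMSO and 100226 in H1299 DAC+SB, and 29973 and 165263 in HCT116. The 10 loci with most counts held 18.7% (18.445 to 18.996) of TE counts in H1299 DMSO and 11.2% (11.1 to 11.3) in H1299 DAC+SB, and 21.9% (21.71 to 22.18) and 10.9% (10.9 to 11.0) in HCT116. With 100 loci the shares were 41.0% and 36.0% in H1299 and 41.4% and 30.2% in HCT116. These numbers and shares leave out the counts of unlisted classes. Listed classes numbered 530 and 722 in H1299 DMSO and DAC+SB, and 447 and 862 in HCT116. AluY, with 66728 and 73726 DAC+SB counts in H1299 and HCT116, was listed in neither DMSO library. Loci were not counted over shared classes, so how far the spread changed is uncertain. The locus with most counts in H1299 DAC+SB was LTR12C locus 6056768, with 2 counts in H1299 DMSO and 41811 in H1299 DAC+SB, a ratio of 21607 (5981 to 178424). Its counts in HCT116 were 20 and 20055. LTR12C loci 4128679 and 5849997 followed, with 30222 and 26951 counts. In HCT116 DAC+SB the highest were LTR12C locus 1700968 (4266 to 60574 counts), LTR12D locus 1701101 (12679 to 54137 counts) and LTR12C locus 4056075 (41 to 21798 counts). Locus numbers are those of the deposited table and carry no coordinates. Across 1106 LTR12C loci with at least 100 counts in a treated library, log2 counts per locus (with 1 count added) in the 2 treated libraries had a Pearson correlation of 0.531 and a Spearman correlation of 0.553. Loci are not independent replicates.

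Genes were compared in the same way. Of 14610 genes with at least 100 counts in the higher H1299 library, 1612 were at least 4-fold higher and 51 at least 4-fold lower with DAC+SB. Of 13539 genes in HCT116, 1304 were higher and 500 lower. The share of higher genes among those past the threshold was 96.9% in H1299 and 72.3% in HCT116. This balance depended on the threshold, as at 2-fold 2673 were higher and 1072 lower in H1299, and 2192 higher and 2706 lower in HCT116. The median log2 ratio over these genes was -0.07 in H1299 and -0.23 in HCT116. The lower limit on counts moved the higher genes most, to 5539 in H1299 and 5908 in HCT116 with a minimum of 1 count. The 2-fold threshold moved the lower genes most. When numbered features counted only where listed in both libraries of a line, 1113 genes were higher in H1299 and 794 in HCT116. With joined names added, 1641 and 1331 genes were higher, of which 1596 and 1297 were the same genes as without them.

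Several genes that were near 0 with DMSO rose in both lines. The pro-opiomelanocortin gene POMC (chromosome 2, 25160853 to 25168903 on GRCh38) had 0 counts in both DMSO libraries and 4286 and 2193 counts in the DAC+SB libraries of H1299 and HCT116, at least 1477-fold and at least 1176-fold higher if its unlisted feature is taken as 0. Without numbered features listed in 1 library of a line only, these bounds fell to 7.79 and 7.51 on the log2 scale. The POMC counts that remained lay in features without a number, as POMC had 0 counts with DMSO. PNMA5 (chromosome X, 152988824 to 152994127) went from 1 to 1631 and from 0 to 1724 counts. AC095067.1 went from 0 to 4150 and from 0 to 3622, RP11-206M11.7 from 11 to 41961 and from 21 to 14462, and RP11-325I22.2 from 1 to 2172 and from 1 to 3317. Without numbered features listed in 1 library of a line only, the log2 ratios of these 4 genes lay between 7.54 and 10.43. Where DMSO had 0 counts these are bounds.

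Other large increases differed between the lines. MT1E, a metallothionein gene, rose in H1299 from 2 to 16996 counts, a log2 ratio of 13.10 (11.25 to 16.15). Without numbered features listed in 1 library of a line only, the H1299 ratio was 9.08. MT1E had a log2 ratio of 0.10 in HCT116, where it already had 93125 counts with DMSO. S100A6 rose in H1299 from 0 to 5569 counts, a log2 ratio of at least 10.91. It was at least 9.37 without numbered features listed in 1 library only. In HCT116 it was at 0.28 from 171505 counts. RP11-973H7.4 rose from 0 to 5643 counts in H1299 and from 9 to 2826 in HCT116. Without such numbered features its log2 ratios were at least 8.20 in H1299 and 5.70 in HCT116. The cholecystokinin gene CCK rose in HCT116 from 1 to 11330 counts, a log2 ratio of 14.15 (11.68 to 19.46), or 10.73 without such features. In H1299 CCK rose from 8 to 315, a log2 ratio of 5.35, or 2.83 without such features. MT1G rose from 5 to 16301 counts in HCT116 and from 3 to 1968 in H1299. Its log2 ratios were 12.36 and 9.41, or 7.50 and 5.28 without such features. TKTL1 rose from 2 to 3469 and from 26 to 862, and RP11-693J15.6 from 1 to 2005 and from 341 to 3567, HCT116 first.

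The genes that fell in both lines included PLAU (chromosome 10, 73909177 to 73917497), with log2 ratios of -3.73 (-3.87 to -3.58) in H1299 and -4.13 (-4.45 to -3.82) in HCT116, and AXL (chromosome 19, 41219203 to 41261766), with -3.26 and -3.36. NUDT19 was at -2.81 and -3.00 and JADE2 at -2.85 and -2.77. FOSL1 fell most in H1299, at -4.10 (-4.19 to -4.01), and was at -1.83 in HCT116. G0S2 went from 31440 to 2078 counts in H1299, a log2 ratio of -3.87, and from 0 to 13 in HCT116. RPL18 was at -3.84 in H1299 and -0.43 in HCT116, and NDUFV2 at -2.81 and -4.00, but most of their counts in 3 or more libraries lay under joined names. With these added RPL18 was at 0.17 and 0.10 and NDUFV2 at 0.15 and -0.60. In HCT116 the lowest were ADGRF1 (1175 to 11 counts, -6.05), AL162759.1 (760 to 10), AC068138.1 (315 to 5), XXbac-B135H6.15 (247 to 4) and RP11-117P22.1 (466 to 8). The last 4 had log2 ratios between -5.56 and -5.18, which lay between -4.10 and -1.38 without numbered features listed in 1 library only.

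Transcripts of the targeted enzymes were recorded to describe the libraries, since the inhibitors act on the proteins. DNMT1 (chromosome 19, 10133345 to 10231286) had log2 ratios of -1.08 (-1.13 to -1.04) in H1299 and -0.62 (-0.66 to -0.57) in HCT116. DNMT3A was at -0.29 and -1.64, DNMT3B at 0.97 and -0.74, HDAC1 at 0.16 and -0.58, and HDAC2 at -0.26 and -0.39. UHRF1, whose protein recruits DNMT1, was at -1.28 and -2.13. H1F0 rose by 2.47 and 1.59 and CDKN1A by 1.18 and 1.74, while GADD45A was at -0.53 and 0.15. GAPDH was at 0.28 and 0.47 and ACTB at -0.02 and 0.43. The H1299 value of ACTB changed sign, to 0.02, with TMM factors. Among the line markers, VIM was at -0.99 in H1299 and 2.49 in HCT116, CAV1 at -0.93 and -2.17, and EPCAM went from 1 to 279 counts in H1299 (8.17, 5.68 to 13.48) and from 5054 to 1759 in HCT116 (-0.84). In H1299 22.9% of EPCAM counts lay in numbered features listed in 1 library only, and without these the log2 ratio was 7.80.

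The gene lists addressed which programmes moved with the treatment. Cancer-testis genes, which are normally limited to the germ line, had median log2 ratios of 4.51 over 35 genes in H1299 and 5.90 over 36 genes in HCT116, above all 10000 matched random lists in both lines. Of these genes 12 and 15 were at 0 with DMSO or with DAC+SB and entered at their bound. Their summed counts rose less, from 381 to 643 CPM in H1299 and from 120 to 636 in HCT116. MAGEA4 was at 0.16 in H1299 and rose from 0 to 624 counts in HCT116, whereas MAGEB2 rose from 0 to 4397 counts in H1299 and was at 0.14 in HCT116. HDAC inhibitor response genes had medians of 1.19 and 1.52, at percentile 100 in both lines, with MT2A at 1.20 and 0.80.

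Interferon-stimulated genes had medians of 1.33 over 22 genes in H1299 (percentile 99.4) and 1.09 over 23 genes in HCT116 (percentile 97.505). Of these genes 16 rose and 6 fell in H1299, and 16 rose and 7 fell in HCT116. The placing depended on the statistic. With the mean of the list in place of the median the percentiles were 77.4 and 68.3, and in HCT116 the percentile was 94.4 without the 5% of cells with most counts. It was 75.2 in HCT116 when numbered features counted only where listed in both libraries. ISG15 rose by 1.14 (1.08 to 1.21) and 1.83 (1.78 to 1.89). Antigen presentation genes had medians of 0.76 (percentile 99.99) and 0.11 (percentile 76.8), with B2M at 0.51 and 0.78. With the mean the H1299 percentile was 87.0.

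S phase genes fell, with medians of -0.88 in H1299 (percentile 0) and -0.66 in HCT116 (percentile 1.60, or 2.53 with numbered features only where listed in both libraries). G2/M phase genes had medians of -0.52 (percentile 0.020) and -0.88 (percentile 0.010). Single members moved otherwise, with HN1 at 1.32 and 0.95 and TUBB4B at 1.06 and 1.57, while ATAD2 was at -0.45 and -0.47 and TYMS at -1.38 and -2.56. Ribosomal protein genes had medians of 0.02 (percentile 99.5) and -0.07 (percentile 91.7). The H1299 percentile was 92.6 with the mean and 77.3 among unmatched lists, the H1299 median was -0.02 with DESeq2 size factors, and the HCT116 mean was 0.21, opposite in sign to the median. RPS12 was at 0.08 and 0.02, the latter -0.07 as a mean over cells, and RPL41 at -0.09 and -0.47.

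**Figure D4:**
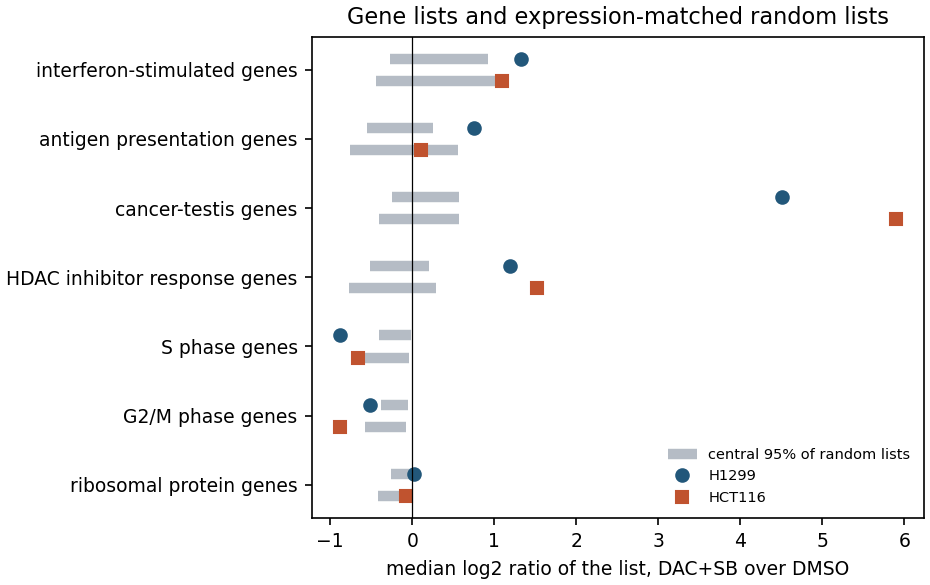
Median log2 ratio (DAC+SB over DMSO, x axis) of each gene list in H1299 and HCT116 (points), with the central 95% of 10000 expression-matched random lists (bars). Cancer-testis genes lie at 4.51 and 5.90, and the S phase and G2/M phase lists lie below the bars in both lines.

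Agreement between the lines was described across features, which are not independent replicates. Each line had its own DMSO library, so no control was shared. Over 12644 genes the log2 ratios had a Pearson correlation of 0.657 and a Spearman correlation of 0.637, and 75.3% had the same sign. The lowest correlations, 0.593 and 0.606, came with a minimum of 1 count. Among these genes 1069 were at least 4-fold higher in H1299, 1003 in HCT116 and 592 in both. For the lower genes the numbers were 38, 414 and 24, and 12 genes were higher in H1299 and lower in HCT116. Over 129 TE families the correlations were 0.698 and 0.638, and 27 families were at least 4-fold higher in both lines.

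Whether the response differed between the lines was described by the H1299 log2 ratio minus the HCT116 log2 ratio. The difference was 3.40 (3.24 to 3.56) for LTR12D, 0.25 (0.22 to 0.28) for LTR12C, -1.54 (-1.79 to -1.30) for LTR12 and 0.12 (-0.10 to 0.33) for THE1A. The last was within counting error. Without the locus with most counts in each family, 1701101 in LTR12D and 1700968 in LTR12C, the differences were 0.05 (-0.17 to 0.27), -0.02 (-0.06 to 0.01), -1.17 (-1.47 to -0.88) and 0.00 (-0.22 to 0.21), so that of these 4 families only LTR12 still differed beyond counting error. For TE classes listed in all 4 libraries without LTR12 names it was -0.83 (-0.84 to -0.81). The log2 ratios of these classes were 1.61 in H1299 and 2.43 in HCT116, a smaller rise than that of all TE (3.96 and 4.12). For summed counts of gene lists the difference between the lines was -1.65 (-1.69 to -1.60) for cancer-testis genes and -0.73 (-0.78 to -0.68) for interferon-stimulated genes. It was 0.55 (0.53 to 0.56) for HDAC inhibitor response genes. Summed counts follow the most abundant genes, and for the last 2 lists the medians given above went the other way (1.33 and 1.09, and 1.19 and 1.52). Antigen presentation, S phase, G2/M phase and ribosomal protein genes differed by 0.09, -0.10, 0.09 and 0.04. No interaction could be tested with 1 library per group.

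Variation between cells was then described within each library, where cells are not replicates. In treated H1299 cells the TE share had a Spearman correlation of -0.230 with the share of S phase genes and -0.289 with G2/M phase genes, against -0.041 and -0.126 in DMSO cells. In treated HCT116 cells the values were -0.052 and -0.192, against 0.062 and -0.029 in DMSO cells. Over TE classes listed in all 4 libraries, the alternative that moved the HCT116 values most, they were 0.022 and -0.067, so the sign of the S phase value changed. The correlation of the TE share with interferon-stimulated genes was -0.003 in treated H1299 and 0.043 in treated HCT116 cells, where a thinned cell held on average 0.911 and 1.78 counts of the list. With cancer-testis genes it was 0.055 and 0.048.

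To ask whether TE loci rose together within a cell, the shares of the 2 random sets of loci were correlated across cells. The Spearman correlation was 0.909 in H1299 DAC+SB and 0.932 in HCT116 DAC+SB. In the DMSO libraries it was 0.231 and 0.299, from on average 6.75 and 10.4 TE counts per thinned cell against 101.8 and 191.4 in the DAC+SB libraries. After permutation among cells the values lay between -0.050 and 0.052 in H1299 DAC+SB and between -0.033 and 0.035 in HCT116 DAC+SB. The covariance of the sets gives a variation of the TE share between cells without counting noise. This coefficient of variation was 66.3% and 66.4% in the DAC+SB libraries and 39.2% and 59.3% in the DMSO libraries. The correlation rose most without thinning, to 0.961 and 0.948. Between LTR12C and all other TE it was 0.540 in treated H1299 and 0.450 in treated HCT116 cells.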

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

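The tests in this part of joined names, of numbered features and TE classes listed in 1 library, and of single loci were chosen only after the result was seen. The removal of LTR7 locus 168814 was chosen before its result was seen, and the TMM factors and the mean over cells belonged to the first set of alternatives. For 7 genes and 5 TE families named by the rule and reported here the ratio of DAC+SB to DMSO lay on opposite sides of 1 in the 2 lines, with counting intervals that left out 1 in both. ADGRF1 and RP11-117P22.1 also lay on opposite sides (log2 ratios of 0.46 and 1.46 in H1299, -6.05 and -5.18 in HCT116), but their H1299 intervals included 1. The differences below are the H1299 log2 ratio minus the HCT116 log2 ratio. With 1 library per line and treatment the difference was not tested for any of them, and a biological difference between the lines stays open as untested.

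Of the genes, VIM differed by -3.48 (-0.99 in H1299 and 2.49 in HCT116), DNMT3B by 1.71 (0.97 and -0.74) and EPCAM by 9.01 (8.17 and -0.84). VIM and EPCAM are markers that separate the lines, and each rose in the line that it does not mark. Among markers that the rule does not name, CLDN4, RAB25, ESRP1 and SPINT1 rose in H1299 and fell in HCT116, as EPCAM did. GNG11 went the way of VIM, at -0.25 in H1299 and 5.34 in HCT116. Other markers did not, as AXL, CAV1 and CAV2 fell in both lines and CDH1, LGALS4 and ELF3 rose in both. A change of feature names between libraries may produce such opposite moves. VIM, DNMT3B and EPCAM had 0 counts under joined names, which argues against that source. Numbered features listed in 1 library of a line held at most 22.9% of the counts of any of them, in EPCAM in H1299, and 0% for VIM and DNMT3B. The limit of 25% for that share was set after its value was seen. Without numbered features listed in 1 library of a line only, EPCAM was at 7.80 and -0.68, so its opposite directions did not come from such features. The size of the EPCAM ratio rests on 1 count in H1299 DMSO.

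G0S2 differed by -6.67, a value that is a bound because HCT116 DMSO had 0 counts and HCT116 DAC+SB 13. HDAC1 differed by 0.74, GADD45A by -0.68 and ACTB by -0.44. ACTB in H1299 lay at -0.02 and at 0.02 with TMM factors, so its direction there was set by the scaling. ACTB has processed pseudogenes that may share its reads, and no test of shared reads could be made without alignments. No biological explanation was tested for these 4 genes.

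Of the TE families, LTR7 differed by 2.997 (2.80 in H1299 and -0.20 in HCT116). In classes listed in both libraries the HCT116 value was -0.12 and the H1299 value 2.80, so unlisted classes did not produce the opposite directions. A single locus, number 168814, held 71.6% of LTR7 counts in H1299 DMSO and 45.8% in HCT116 DMSO, and 69.9% and 70.4% in the DAC+SB libraries. That locus rose in both lines (0.42 in HCT116 and 2.76 in H1299), and without it HCT116 was at -1.07 and H1299 at 2.88. When each of 242 LTR7 loci was left out in turn, the HCT116 ratio was highest, at 0.52 (0.44 to 0.59), without locus 5293703. That locus went from 3596 to 810 counts in HCT116 and from 32 to 60 in H1299, so the HCT116 fall of the family was that of 1 locus. As a mean over cells the HCT116 value was 0.00.

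Charlie7 differed by -4.18, L1PREC2_5end by -3.62 and HAL1M8 by -2.34, each lower with DAC+SB in H1299 and higher in HCT116. A candidate explanation is that a class was listed in 1 library only, and another is a single locus. Only 11.5% of the H1299 counts of these 3 families lay in classes listed in both H1299 libraries, 0% for Charlie7 and HAL1M8 and 24.4% for L1PREC2_5end. In HCT116 it was 0% for L1PREC2_5end, while over such classes Charlie7 was at 1.02 and HAL1M8 at 1.29 there, beyond counting error. This argues against the listing as the source of these 2 rises. For the falls in H1299 and for L1PREC2_5end in HCT116 the listing stays open, because an unlisted class has no known upper limit. Without the locus with most counts Charlie7 was at -2.09, HAL1M8 at 0.84 and L1PREC2_5end at -1.39 in H1299, and L1PREC2_5end at 4.27 in HCT116. What remains there lies mostly or wholly in different classes of the 2 libraries, so a single locus stays open too. For Charlie7 in HCT116 the ratio over shared classes was at least 0.95 (0.411 to 1.502) whichever of 52 loci was left out, which argues against 1 locus. In HCT116, L1PREC2_5end (59 to 96 counts) and HAL1M8 (44 to 67 counts) were below the minimum of 100 counts. L1M3e_5end differed by 1.42 (0.50 and -0.92). In both lines 100% of its counts lay in classes listed in both libraries, which argues against the listing. Its counts were 243 and 332 in H1299 and 146 and 48 in HCT116. A single locus held 97.2% of them in H1299 and 97.4% in HCT116, so the contrast is that of 1 locus.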

How the results depend on the processing

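No paired analysis was run. A comparison blocked by line would leave 1 residual degree of freedom and would take the 2 lines as replicates. Chosen after the data were seen were the alternatives over TE classes listed in both libraries of a line or in all 4, over numbered gene features listed in both libraries, with joined names added, without cells above 25% mitochondrial counts, and without the locus of each TE family with most counts. No minimum per cell and a minimum of 2000 counts removed no cell, tested nothing and are left out of the tally. Of 1626 other recomputed values, 1302 were classed as unchanged, within their counting interval or for counts within 1.5 times, and 340 of these were identical. This class did not require the same sign. The H1299 median of ribosomal protein genes was in it at -0.0174 with DESeq2 size factors, against 0.0168 as reported. A further 305 moved and 19 were counted as a changed sign. The rule for a changed sign was tightened after a first tally, so that a value counts only if its interval as reported excludes 0. The recomputed interval can include 0. It did so for the difference between the lines in LTR12C without its locus with most counts, at -0.0206 (-0.0553 to 0.0142). Of the 207 values that answer a comparison, 136 stayed, 51 of them identical, 70 moved and 1 changed sign. The split of TE loci by class was not run, because the table gives no class. Except where stated, the cause was not tested.

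The TE share rose under every alternative, with log2 ratios from 3.81 to 4.10 in H1299 and 4.03 to 4.48 in HCT116. Without the 5% of cells with most counts HCT116 was at 4.16 and the difference between the lines at -0.20. Gene counts alone as the denominator gave 4.003, 4.20 and a difference of -0.199, with medians per cell of 2.61% and 5.10% in treated H1299 and HCT116 cells, by construction. A denominator without mitochondrial and ribosomal protein genes gave 4.13 in HCT116 and medians of 3.92% and 8.0%, by construction. Without the 10 TE loci with most counts the ratios were 3.81 and 4.16, the difference -0.34 and the medians 2.33% and 4.36%. The difference was -0.12 with TMM factors and -0.25 with DESeq2 size factors. Over classes listed in both libraries of a line the ratios were 3.81 and 4.03. With classes listed in all 4 they were 4.10 and 4.48, the difference was -0.38 and the medians were 1.85% and 3.15%. Without cells above 25% mitochondrial counts HCT116 was at 4.05 with a median of 4.54%. Thinning to 5100 counts gave a HCT116 median of 4.59%, and no thinning 5.01%.

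Counts of genes past 4-fold moved with the limits, as fewer or more genes entered. With a minimum of 1 count 5539 were higher and 397 lower in H1299, and 5908 and 868 in HCT116. The correlations between lines were then 0.593 (Pearson) and 0.606 (Spearman). With 30 counts the numbers were 3322 and 94 in H1299 and 2792 higher in HCT116, and the Pearson correlation was 0.635. At a ratio of 2, 2673 and 1072 genes were higher and lower in H1299 and 2192 and 2706 in HCT116. The families were then 73 higher and 5 lower in H1299 and 146 and 3 in HCT116. With classes listed in both libraries 25 and 58 families were higher and 0 and 0 lower, and LTR18B in HCT116 changed from -3.15 to 0.52. The difference between the lines in LTR12E changed from 0.41 to -5.98. This restriction leaves out, by construction, classes not listed before a rise or after a fall. Without the locus of each family with most counts 0 and 0 families were lower in place of 2 and 1, in H1299 HAL1M8 was at 0.84, L1MEg1_5end at 0.19 and LTR10B2 at 1.24, and in HCT116 LTR18B was at 2.27, LTR10B2 at 2.30 and LTR25 at 2.60. The difference between the lines was then -0.0206 for LTR12C, -1.06 for LTR10B2 and -1.17 for LTR25. In these families 1 locus held much of what fell. In HAL1M8 the counts that remained lay in different classes of the 2 libraries, so its new sign says little. The same may hold for most counts of LTR25 in HCT116, so its new sign and its difference between the lines are uncertain. When numbered features counted only where listed in both libraries, 794 genes were higher in HCT116 and the correlations were 0.620 and 0.620 (0.61995 and 0.61972). Then 1 list in place of 2 lay below the central 95% of random lists in HCT116. With the mean over cells the Spearman correlation was 0.616, RPS12 in HCT116 was at -0.0732 and LTR7 in HCT116 at 0.00321. With TMM factors ACTB in H1299 was at 0.0189. With joined names RPL18 was at 0.17 in H1299 and 0.10 in HCT116 and NDUFV2 at 0.15 in H1299, because their counts lay under those names. With the mean of the list 2 lists in place of 5 lay above the central 95% of random lists in H1299.

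Across cells, the correlation of TE share and S phase genes in treated H1299 cells was -0.263 at 5100 counts, -0.275 without thinning and -0.268 without cells above 25% mitochondrial counts. In treated HCT116 cells it was -0.0875 at 5100 counts and 0.0223 over classes listed in all 4 libraries, where its sign changed. The G2/M value there was -0.222 and -0.0674. The correlation of the 2 sets of loci in treated H1299 cells was 0.933 at 5100 counts, 0.961 without thinning and 0.931 without cells above 25% mitochondrial counts. In treated HCT116 cells it was 0.941, 0.948 without thinning and 0.914 over classes listed in all 4 libraries. More counts per cell raise this correlation by construction. With classes listed in all 4 libraries the correlation of TE share and cancer-testis genes in H1299 DMSO cells was -0.00184 in place of 0.052.

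Depth limits the DMSO libraries most, where a thinned cell held on average 6.75 TE counts in H1299 and 10.4 in HCT116. The treated HCT116 library had the fewest counts, and 402 of its cells fell below 3300.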

Other observations

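The tests in this part that were chosen only after the result was seen were those of the TE share, of LTR12C counts in DMSO cells, of HCT116 genes in treated H1299 cells, of non-responding cells, of interferon-stimulated genes and of joined names. The tests of mitochondrial share in cells with little LTR12C, of coordination between TE loci and of the shared denominator were written before their results were seen.

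The rise of the TE share could come from TE classes listed in 1 library only or from a few loci. Over classes listed in all 4 libraries the log2 ratio was 4.10 in H1299 and 4.48 in HCT116, and without the 10 loci with most counts it was 3.81 and 4.16. Both argue against these sources as the whole rise. In HCT116, where 25.1% of treated cells had over 25% mitochondrial counts, the ratio without such cells was 4.05, which argues against damaged cells. The labels name no batch. How far the size of the rise would vary between cultures or captures was not measured, because each group was 1 library.

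LTR12C was counted in DMSO cells, which might be carry-over of molecules from the treated library of the line. Carry-over would bring the same small share of the treated counts at each locus. Over the 100 LTR12C loci highest in the treated library, the median share accounted for 1.83% of the DMSO LTR12C counts in H1299 and 14.8% in HCT116, and 44 and 5 of the loci had no DMSO count. This argues against carry-over as the main source, while a smaller part from it stays open.

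HCT116 marker genes such as EPCAM, RAB25 and SPINT1 were counted in H1299 DAC+SB and nearly absent in H1299 DMSO. HCT116 cells or their free RNA could produce this. Such RNA would bring every abundant HCT116 transcript at least at the share of the lowest marker, RAB25, at 2.99% of its level in HCT116 DMSO. Of 31 other genes abundant in HCT116 DMSO and near 0 in H1299 DMSO, 9 lay below that share by more than counting error, and against HCT116 DAC+SB, where the lowest marker was EPCAM at 9.89%, it was 18 of 54. A first statistic, the median share of 4.24% with quartiles of 1.14% and 16.7%, did not decide and was replaced by this count. The wide spread argues against HCT116 RNA as the whole source, and a treatment effect on these genes stays a hypothesis.

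A few treated cells had LTR12C at or below the 99th percentile of DMSO cells, 74 of 3726 (1.99%, 1.56 to 2.49) in H1299 and 89 of 3925 (2.27%, 1.82 to 2.78) in HCT116. A second thinning draw, used for the tests, gave 74 and 96. These might be cells that did not respond. Of them, 54.1% in H1299 and 60.4% in HCT116 exceeded the DMSO 99th percentile of 590 genes that were at least 4-fold higher in both lines and outside the interferon-stimulated, S phase and G2/M phase lists. Among the other treated cells it was 99.3% and 99.5%. This does not decide, since free RNA of the treated library can bring such counts into any cell, and its amount was not measured. Non-responding cells with free RNA would show the rise of genes and the fall of genes by the same part. Relative to the other treated cells, the cells showed 33.9% and 33.1% of the rise in the 590 genes, but 79.5% (72.4 to 85.2 over 1000 resamples of the cells) and 85.9% (80.2 to 91.8) of the fall in 23 genes at least 4-fold lower in both lines. The 23 genes include NDUFV2, whose fall in H1299 came with the naming of features. Such a loss lowers every cell of a library, and the test was not repeated without genes of this kind. The values argue against a group made of non-responding cells alone only as far as the fall was not such a loss. A smaller number of such cells, and a weaker response, stay open. The median mitochondrial share was 8.42% and 13.2%, against 8.87% and 18.0% in the other treated cells, which argues against damage as the main source. Cells above 25% mitochondrial counts made up 4.05% (3 of 74) in H1299, against 2.33% of the other treated cells, and 5.21% against 20.6% in HCT116, so damage of a few H1299 cells stays open.

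TE loci varied together across treated cells. Differences in depth could cause this, but the lowest correlation of the 2 sets of loci within 5 groups of cells of similar counts was 0.906 in H1299 and 0.919 in HCT116. Within 5 groups by mitochondrial share the lowest was 0.893 and 0.919. Both stayed near the values over all cells. A candidate explanation is that cells differ in their response to the treatment. The TE share rose with the share of these 590 genes, with a Spearman correlation of 0.625 in treated H1299 and 0.541 in treated HCT116 cells, against 0.116 and 0.230 in DMSO cells. Without LTR12C it was 0.445 and 0.356. This is consistent with a shared response per cell, as a hypothesis found in these libraries. Transcripts that start in LTR12C and run into genes could add to it and were not analysed here.

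Treated cells with more G2/M phase counts had a lower TE share, which may follow from a shared denominator. With G2/M counts taken as a share of gene counts alone the correlation was -0.261 in H1299 (from -0.289) and -0.135 in HCT116 (from -0.196). The relation kept its sign, so the denominator was not its whole source, and over classes listed in all 4 libraries it was -0.0674 in HCT116. In treated HCT116 cells the TE share also had a Spearman correlation of 0.227 with mitochondrial share and -0.179 with counts per cell before thinning. In treated H1299 cells these values were 0.045 and 0.017. Whether the G2/M relation holds among cells of similar mitochondrial share or counts was not tested.

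Interferon-stimulated genes were higher in both treated libraries, and a response of each cell to its own TE RNA is a possible explanation. After correction for counting noise the correlation of the TE share with these genes was 0.0419 (-0.129 to 0.255 over 1000 resamples of the cells) in H1299 and 0.152 (0.0712 to 0.288) in HCT116. The threshold for reading these values was set after they were seen. A response per cell and a response of the whole culture cannot be told apart, because a thinned cell held on average 0.916 and 1.79 counts of the list.

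RPL18 and NDUFV2 were among the lowest genes in H1299, which could follow from counts that moved to a joined name. With joined names added the log2 ratios were 0.17 and 0.15, so the fall came with the naming of features.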
